A study of Mus musculus with 7 samples. Its data were reported in "Wnt4 is heterogeneously activated in maturing β-cells to control calcium signaling, metabolism and function" (2022).

How the data were processed

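Islet RNA of 7 mice was analysed, from 3 control and 4 Wnt4βKO animals. The study states that it began with 4 samples in each group and left out 1 control that failed its quality tests. Per the labels, 50 ng of RNA was labelled with Cy3 for each array. The authors deposited 1 scanner output per array, made with Agilent Feature Extraction 12.0.1.1, with spot intensities on a linear scale that were not normalized between arrays. The deposited intensity columns used here were the median spot signal, the median and mean local background and the processed signal, from which the scanner software had subtracted background. The authors' methods state that they corrected background with normexp at an offset of 50 and applied quantile normalization in limma, and those choices were followed. The design chosen before the data were examined named the mean spot signal. The scanner files used here carry the median and not the mean, so the median signal was taken as the main value.

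Normexp background correction with an offset of 50 was applied to all spots and followed by quantile normalization of the log2 values. Control spots were left out after background correction, and spots flagged as non-uniform or population outliers were set to missing, which left 65 missing values among the tested probes. Repeated spots of 1 probe were averaged. Probes well above background on at least 3 of the 7 arrays were tested, which kept 26151 of 56605 probes. Differences were fitted as Wnt4βKO minus control with lmFit and eBayes in limma 3.58.1 under R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the tested probes. Further steps used Python 3.11.15 with scipy 1.17.1.

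Probes were named by matching their accession, without versions, to a RefSeq gene table of mouse assembly GRCm38.p6. Of the probes, 32994 (58.3%) were named, with 22911 gene symbols. No coordinates are given, because the arrays were designed on another build. No probe could be matched to Nnt, which had been chosen as a check of the mouse substrain. Where a gene had several probes, the one with the highest mean signal represented it. Named genes followed a rule fixed in advance: Wnt4, the genes the study named for these islets, checks of sex and of islet hormones, and at most 6 genes at each end of the fold changes among probes past the adjusted threshold whose groups did not overlap. Only 3 genes met the last part.

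Gene sets were tested with camera at a preset correlation of 0.01 over genes with 1 probe each, for sets with at least 4 tested genes. All 31 sets reached that number and were written before the data were examined, as were the comparisons, their tests and most alternatives. The alternatives were no background correction, an offset of 0, the processed signal scaled to its 75th percentile, cyclic loess, median scaling, no filter on dim probes, a filter requiring all 7 arrays, a trended and robust variance model, array weights, a block for the replicate number, the mean over probes of a gene, the acinar mean as a covariate, fry and an estimated correlation, and each array left out in turn. Median signal in place of mean signal was not run separately, since it is the main setting. A block for slide or scan was not possible with 1 slide and 1 scan. A block for the slide row, the mean local background and, for the spike-in share alone, a 90th percentile reference were added after the data were seen.

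The authors also deposited a table of log2 values for 36693 probes, with 1 column per sample and nearly the same quantiles in every column. Its columns did not match the scanner arrays, as described among the other observations, so it was not used as an alternative.

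The pipeline was tested on simulated data with the real probes' means and spreads. Of 200 probes changed among 26102, limma called 20% of those changed by 0.5 on the log2 scale, 60% of those changed by 1, 92% of those changed by 1.5 and 96% of those changed by 2, with 5 false calls among 139. In a simulated set test over 13649 genes no set was called without a change, and 1 was called after 1 set was moved by 0.3. Noise was drawn independently for each probe, so the simulated genes of a set did not vary together. The simulation therefore cannot show how often camera at a preset correlation calls a set by chance. Of the 35 ways to split the real arrays into 4 and 3, 17, the genotype split included, gave at least as many called sets.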

Results

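Gene expression was measured in pancreatic islets of 7 mice on single-colour oligonucleotide arrays, in which each probe is a short DNA spot that reports 1 transcript. The 4 Wnt4βKO samples came from mice that carried a tamoxifen-inducible Cre recombinase driven by the Pdx1 promoter together with floxed Wnt4 alleles, so that tamoxifen removes Wnt4 in β-cells. The 3 control samples came from mice with the floxed alleles and no Cre. Per the protocol in the labels, islets were taken at 7 weeks of age. The sample titles carry the code w11, whose meaning the labels do not state. Each array held 62976 spots, and between 45.5% and 49.0% of the non-control spots were well above background. No spot was saturated. The number of arrays limits the precision of every value given here.

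The samples resembled each other closely. Pearson's r between pairs of arrays, computed across probes, which are not independent replicates, ranged from 0.962 to 0.984, and its median was 0.976 within a group and 0.975 between the groups. The first principal component held 28.3% of the variance. On it the Wnt4βKO arrays lay between -5.48 and 37.4 and the control arrays between -30.0 and -2.35, so that the groups overlapped. All 7 arrays came from 1 slide and 1 scan.

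The inactivated gene was examined first, as a check of the labels. Its single probe (A_66_P139703) gave a log2 signal of 11.50 ± 0.30 (SD, n = 3) in control and 11.02 ± 0.22 (SD, n = 4) in Wnt4βKO islets. The log2 fold change of Wnt4 was -0.49 ± 0.17 (SE), which is 71.3% of the control level. The unadjusted limma p was 0.0232 and the value adjusted over all tested probes was 0.651. The groups overlapped: Wnt4βKO replicate 1 had a log2 value of 11.30, above the 11.17 of control replicate 3. Where the probe lies relative to the deleted part of Wnt4 was not determined. Leaving out control replicate 4 moved the value most towards 0, to -0.35, where the unadjusted limma p was 0.0856. The sex of the animals was checked with Eif2s3y, Kdm5d and Uty, genes of the Y chromosome, each of which had a probe well above background on all 7 arrays. The Xist probe was not well above background on any array.

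**Figure D1:**
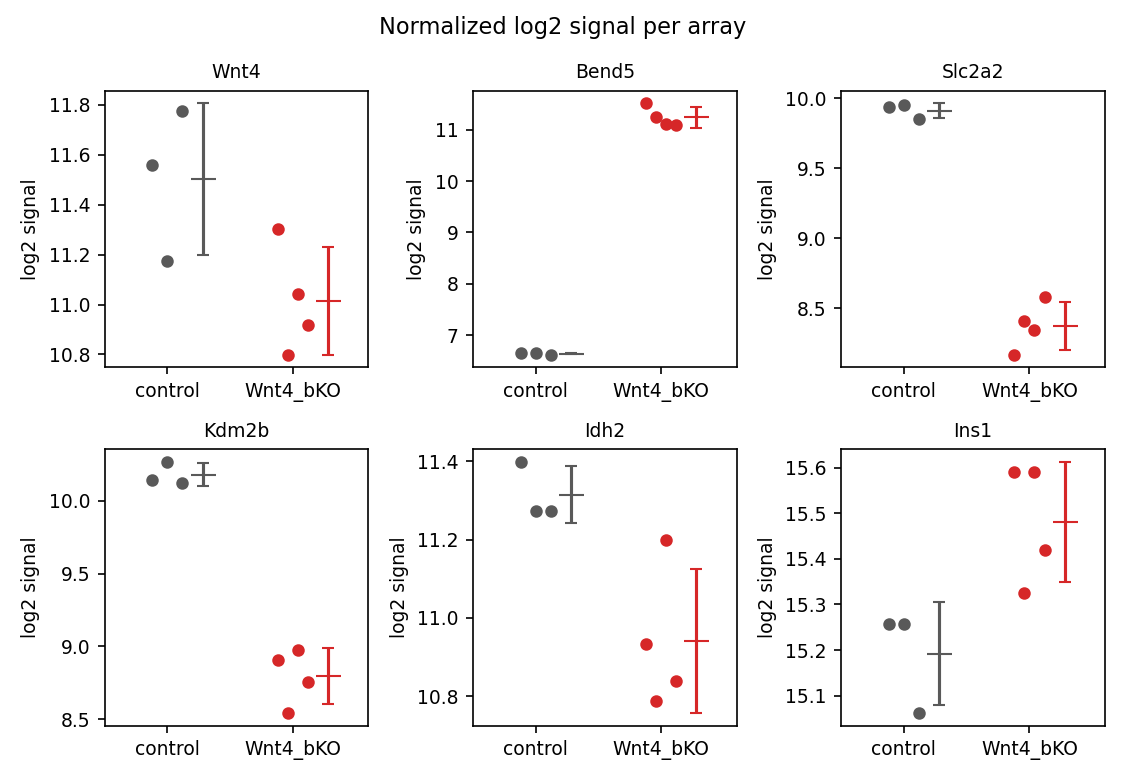
Normalized log2 signal (y axis) of 6 genes on each control array (grey, 3 points) and each Wnt4βKO array (red, 4 points); the cross and bar beside the points are the mean and SD, and each panel has its own scale that does not start at 0. The Bend5, Slc2a2 and Kdm2b values of the groups are far apart, whereas those of Wnt4 overlap.

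The main comparison asked which transcripts differ between Wnt4βKO and control islets. Of 26151 tested probes, 4 passed a Benjamini-Hochberg adjusted limma p of 0.05, of which 2 were higher and 2 lower in Wnt4βKO islets. Processed signal scaled to the 75th percentile moved this count most upwards, to 7, which included only 2 of the 4, and it was 2 without control replicate 2, 3 or 4 or without Wnt4βKO replicate 3. Both higher probes belong to Bend5. The brighter probe (A_51_P158018) rose from 6.64 ± 0.02 (SD, n = 3) to 11.24 ± 0.20 (SD, n = 4). Its log2 fold change was 4.59 ± 0.11 (SE), a 24.1-fold increase, with an adjusted limma p of 1.67e-05. The other Bend5 probe (A_66_P115034) rose by 3.89 ± 0.12 (SE) on the log2 scale, with an adjusted limma p of 3.28e-05. All 4 Wnt4βKO arrays lay above all 3 control arrays for both probes, and both probes were well above background on every array.

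The 2 lower probes belong to Slc2a2, which encodes the glucose transporter GLUT2, and to Kdm2b, which encodes a histone demethylase. Slc2a2 fell from 9.91 ± 0.05 (SD, n = 3) to 8.38 ± 0.17 (SD, n = 4), a log2 fold change of -1.54 ± 0.10 (SE), with an adjusted limma p of 0.00877. It was lower in 4 of 4 Wnt4βKO arrays than in any control array. Its adjusted p rose to 0.121 without control replicate 2, 0.111 without control replicate 3, 0.0770 without control replicate 4 and 0.0658 without Wnt4βKO replicate 3, with fold changes between -1.62 and -1.45 over the 7 arrays left out in turn. Over 21 alternative treatments of the data the adjusted p of Slc2a2 lay between 0.00656 and 0.550. Kdm2b fell from 10.18 ± 0.08 (SD, n = 3) to 8.80 ± 0.19 (SD, n = 4), a log2 fold change of -1.38 ± 0.12 (SE), with an adjusted limma p of 0.0279. Its 3 tested probes differed. The other pair of Kdm2b probes was dimmer, with log2 fold changes of -0.33 and 0.13, and the mean over the probes of Kdm2b changed by -0.53, with an adjusted p of 0.309. With an array left out, Kdm2b kept the threshold only without Wnt4βKO replicate 2 (adjusted p 0.0364), and over the 21 alternatives its adjusted p lay between 0.0200 and 0.550, except with median scaling, where it was close to 1. Bend5 stayed past the threshold in all 21 alternatives, Slc2a2 in 13 and Kdm2b in 7.

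**Figure D2:**
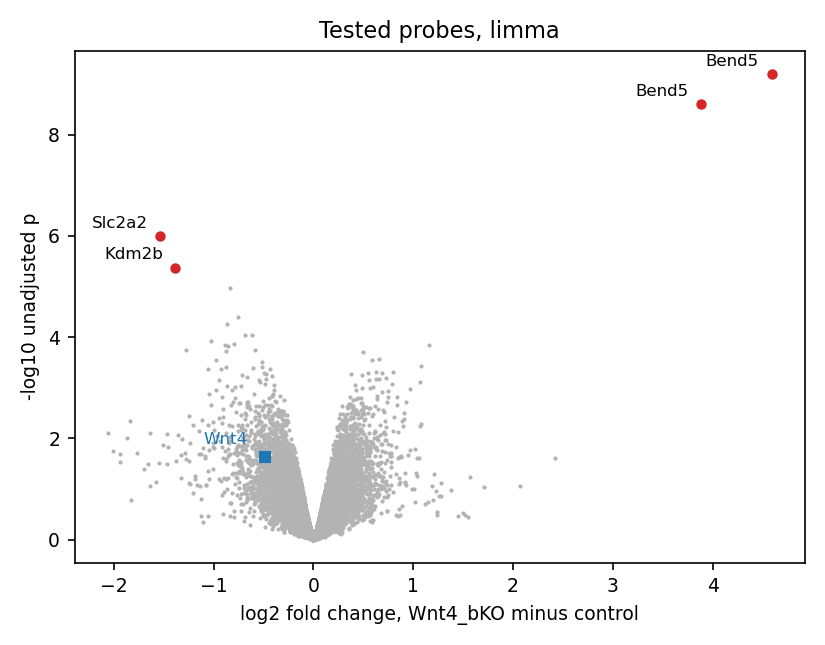
Each of the 26151 tested probes as a point, with its log2 fold change (Wnt4βKO minus control, x axis) and the negative log10 of its unadjusted limma p (y axis). The 4 probes past an adjusted p of 0.05 are red and Wnt4 is a blue square within the cloud of other probes.

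At an unadjusted limma p under 0.05, the threshold used in the study, 1821 probes passed, 872 higher and 949 lower in Wnt4βKO islets. Chance alone would give about 1308 of 26151. The count moved most when no dim probe was left out, to 2909 of 56605 probes, where chance would give about 2830, and when the mean of acinar genes was a covariate, to 603. With each array only scaled to a common median it was 770, of which 29.2% were higher, against 47.9% with quantile normalization. The groups did not overlap for 7.24% of the tested probes, where chance gives 5.71%.

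A list of 19 genes that the study named in its account of these islets was tested as a family, of which 17 had a tested probe. Because the study chose part of the list on these samples, a count adjusted over the list alone is not independent evidence. Adjusted over the list alone, 1 gene, Slc2a2, passed 0.05, as it did over all probes tested. The count was 2 with the acinar covariate and without control replicate 2, Wnt4βKO replicate 2 or Wnt4βKO replicate 3. At an unadjusted limma p under 0.05, 6 genes passed: Slc2a2, Idh2, Camk1g and Caml were lower, and Ins1 and Wnt5b were higher. The log2 fold changes were -0.37 ± 0.11 (SE) for Idh2, -0.44 ± 0.16 for Camk1g, -0.34 ± 0.12 for Caml, 0.29 ± 0.10 for Ins1 and 0.37 ± 0.11 for Wnt5b. Their values adjusted over the list were 0.0627, 0.0847, 0.0686, 0.0686 and 0.0627. The other Wnt5b probe changed by 0.04. The rise of Ins1 was absent with cyclic loess normalization, where it was -0.03. With processed signal at the 75th percentile and with median scaling, Idh2, Camk1g, Caml, Ins1 and Wnt5b kept their directions. None of them passed an unadjusted limma p of 0.05 there, and that of Ins1 was 0.475 and 0.527. The brightest probe of Cacna1c, which represented it, fell by 0.28, with an unadjusted limma p of 0.0882. Of its dimmer probes, 1 fell by 0.29, with an unadjusted limma p of 0.0240 and every Wnt4βKO array below every control array, and the other changed by -0.045 (unadjusted 0.556). The Cab39l probe that represented it changed by -0.11 (unadjusted 0.403), whereas its other probe fell by 0.43, with an unadjusted limma p of 0.0150 and every Wnt4βKO array below every control array. Ins2 changed by 0.013, or by -0.10 with cyclic loess. It is among the brightest probes, whose values quantile normalization draws from the same short list on every array, so that its change is not measured well.

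The remaining genes of the list did not pass an unadjusted 0.05 on the probe that represented them. Kcnj11 changed by 0.21 ± 0.17 (SE), Abcc9 by 0.041, Fzd3 by 0.042, Fzd4 by 0.12, Fzd6 by -0.057, Esrrg by -0.024 and Fzd1 by -0.018 on the log2 scale, and Fzd1 was 0.35 with processed signal scaled to the 75th percentile. The probes of Fzd1, Fzd6 and Esrrg were close to background and were not well above it on every array. Cfap126 rose by 0.35 on its brighter probe, which did not pass, and by 0.79 on the dimmer one, with an unadjusted limma p of 8.32e-04. Cacng6 and Fzd5 were not well above background on any array and were not tested. The islet hormones Gcg, Sst and Ppy changed by -0.23, -0.14 and 0.05, with unadjusted limma p of 0.245, 0.346 and 0.647.

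Gene sets were compared because the study reported altered metabolic pathways in these islets. Of 31 hand-compiled sets, 4 passed an adjusted camera p of 0.05, all lower in Wnt4βKO islets. The acinar markers, enzymes of the exocrine pancreas that accompany islets after isolation, fell most, with a median log2 fold change of -0.55 over 27 genes and an adjusted p of 3.7e-09. The mean log2 signal of these genes was 13.65, 13.55 and 13.55 in control replicates 2, 3 and 4 and 12.42, 13.39, 13.30 and 12.71 in Wnt4βKO replicates 1, 2, 3 and 4, so that every Wnt4βKO array was below every control array. The unfolded protein response genes had a median of -0.28 over 16 genes (adjusted p 2.19e-04). All 16 were lower, but the array means overlapped, with 10.07 in Wnt4βKO replicate 3 and 9.84 in control replicate 4. Hsp90b1, a further member, had values on only 3 arrays and was left out of the set. Its log2 fold change was 0.71, and it is named here after its values were seen. Growth hormone and prolactin targets had a median of -0.35 over 7 genes (adjusted p 0.00168) and cysteine and methionine metabolism -0.13 over 41 genes (adjusted p 0.0111), and in both the mean of every Wnt4βKO array was below that of every control array. Both medians depended on single arrays. That of the growth hormone and prolactin targets was -0.15 without control replicate 2, with an adjusted p of 0.0107. That of cysteine and methionine metabolism was -0.056 without Wnt4βKO replicate 1, with an adjusted p of 0.0299, and -0.072 without control replicate 2, where the set no longer passed, with an adjusted p of 0.0954. Over all alternatives the adjusted p lay between 2.88e-04 and 0.359 for the growth hormone and prolactin targets. It lay between 0.00426 and 0.419 for cysteine and methionine metabolism. For the unfolded protein response it lay between 4.01e-07 and 0.569, and for the acinar markers between 3.46e-12 and 0.984. The number of sets fell most with an estimated correlation, to 0. Only the growth hormone and prolactin targets also passed with fry, at an adjusted p of 0.0458, and none passed when the correlation between genes was estimated.

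The other 27 sets did not pass, but 9 of them passed under at least 1 alternative. Of the 27, 4 had an unadjusted camera p under 0.05. The median log2 fold change was -0.13 for the tricarboxylic acid cycle (adjusted p 0.0933), 0.14 for glycolysis (0.115), -0.058 for fatty acid biosynthesis (0.121) and -0.10 for fatty acid beta-oxidation (0.124). Medians of the remaining metabolic and stress sets were 0.036 for oxidative phosphorylation (adjusted p 0.841), -0.071 for the pentose phosphate pathway (0.841), 0.033 for cytosolic ribosomal proteins (0.345), 0.068 for apoptosis effectors (0.230), -0.020 for the oxidative stress response (0.908), 0.10 for the hypoxia response (0.841) and -0.049 for p53 targets (0.861). Fatty acid biosynthesis passed without control replicate 4 (adjusted p 0.00905), fatty acid beta-oxidation without control replicate 2 (0.0107) and apoptosis effectors without control replicate 3 (0.0407), and none of these 3 passed under another alternative. Cytosolic ribosomal proteins passed, higher in Wnt4βKO islets, with processed signal at the 75th percentile (8.9e-04) and with median scaling (0.00173). Glycolysis passed with median scaling (0.0414) and without Wnt4βKO replicate 2 (0.0331). The tricarboxylic acid cycle passed under 6 alternatives, with a lowest adjusted p of 0.00905. The highest adjusted p over the alternatives was at least 0.675 for each of these sets.

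Among sets of the Wnt pathway, the median was 0.21 for Wnt ligands (adjusted p 0.777), -0.013 for frizzled receptors (0.861), 0.011 for canonical Wnt targets (0.841) and 0.018 for planar cell polarity genes (0.908). The median and the mean differed in sign for frizzled receptors, canonical Wnt targets, planar cell polarity and cell proliferation, for which the median was 0.020 (adjusted p 0.908). Among sets of β-cell function, voltage-gated calcium channel subunits had a median of -0.024 (adjusted p 0.841), the ATP-sensitive potassium channel 0.079 (0.841), insulin granule exocytosis 0.033 (0.841) and immediate early genes 0.076 (0.841). Cell type markers had medians of -0.038 for β-cells (adjusted p 0.287), -0.034 for α-cells (0.841), 0.057 for δ and PP cells (0.841), -0.037 for ducts (0.287), -0.026 for endothelium (unadjusted 0.401), 0.0063 for mesenchyme (0.908) and 0.15 for immune cells (0.194). The immune markers passed with the replicate block (adjusted p 0.00227), without Wnt4βKO replicate 1 (0.00299) and with the slide row as a block (0.0433). Their highest adjusted p over the alternatives was 0.946. Mesenchymal markers (adjusted p 0.0140) and immediate early genes (0.0440) passed only with the replicate block. Their highest adjusted p values were 0.975 and 0.996.

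**Figure D3:**
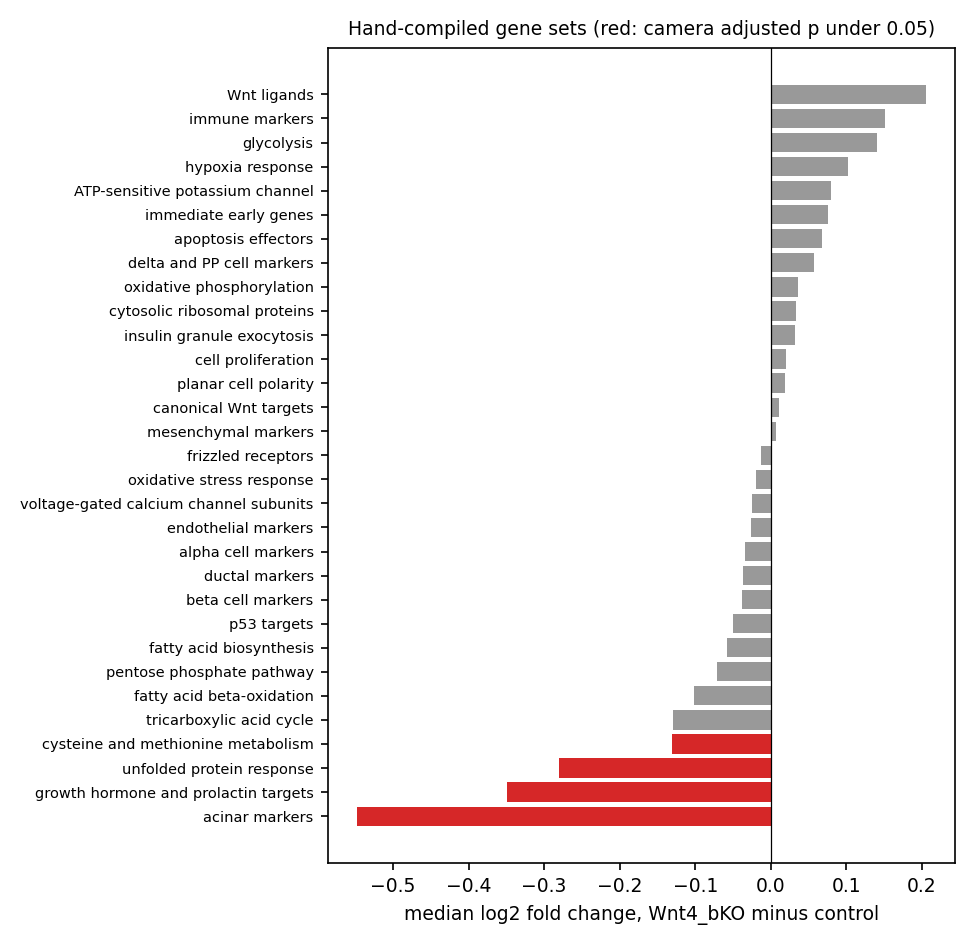
Median log2 fold change (Wnt4βKO minus control, x axis) of the tested genes in each of 31 sets (y axis), with sets past an adjusted camera p of 0.05 in red. The 4 red sets all lie below 0, led by the acinar markers at -0.55.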

Values the study reported

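The study reported that Wnt4 transcription was 40% lower in islets of the conditional knock-out than in control islets. It measured this by quantitative PCR relative to Hprt, not on these arrays, and with more mice in each group. The study regards the value as too low an estimate of the loss, because islet preparations also hold cell types that were not targeted. It also stained islets for WNT4 protein to check the inactivation.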

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

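Of the tests below, those of the spike-in share and of how many values had an outlying array were chosen after those values were seen. In the group of 4 arrays, the gap between the farthest array and its nearest neighbour was divided by the range of the group and compared with Dixon's critical value for 4 values. Of 60 values examined, 3 exceeded the critical value, and chance at 1 in 20 would give 3, so chance may account for them as a group. No biological explanation was tested for them.

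Ins2 gave a ratio of 1, because Wnt4βKO replicates 1, 2 and 4 share a log2 value of 15.82 and replicate 3 has 15.67. Quantile normalization draws the values of the brightest probes from the same short list on every array. Under the 3 other scalings the highest ratio was 0.75, below the critical value, so the ceiling of quantile normalization is a candidate explanation.

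The mean over tricarboxylic acid cycle genes gave a ratio of 0.959. It was 9.35 in Wnt4βKO replicate 3 and between 9.17 and 9.18 in the others. The ratio was at most 0.636 under the 3 other scalings, so the between-array normalization is a candidate explanation. The mean over cell proliferation genes gave a ratio of 0.921. It was 6.93 in Wnt4βKO replicate 2 and between 7.23 and 7.26 in the others. With cyclic loess the ratio was 0.959, but it fell below the critical value with the 2 other scalings, so normalization and a true difference of this sample cannot be told apart.

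Signal also appeared in the control spots that detect E1A transcripts, a synthetic RNA mix added to each sample. Its share was taken as the mean log2 ratio of 5 spike-in probes, well above background on all arrays, to each array's 75th percentile of processed signal. It was 1.14 ± 0.17 (SD, n = 3) in control and 1.88 ± 0.67 (SD, n = 4) in Wnt4βKO arrays, a difference of 0.75 on the log2 scale, and every Wnt4βKO array lay above every control array. A two-sided exact permutation test gave p = 0.0571, the smallest p this design allows, so chance cannot be excluded. Of the 5 probes, 2 overlapped between the groups. With each array's 90th percentile as the reference, the difference was 0.67, Wnt4βKO replicate 4 (-1.802) no longer lay above control replicate 2 (-1.801), and the exact permutation p was 0.114, so the full separation depended on the 75th percentile. Wnt4βKO replicate 1 had the highest share, 2.84. Without it the difference was 0.43, and the lowest remaining Wnt4βKO share was above the highest control share by only 0.0481, less than the control SD, so a contribution of that 1 array cannot be told apart from a difference of the group. The difference was 1.21 within the first slide row and 0.289 within the second. A higher spike-in share may mean that less sample RNA was labelled per amount of spike-in, a technical difference that coincides with genotype. Genotype itself stays open and was not tested separately.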

How the results depend on the processing

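A block for the slide row, the mean local background and the 90th percentile as the reference of the spike-in share were tried after the data had been examined, and the other alternatives were chosen before. The deposited value table was not run as an alternative, since its values do not come from these arrays.

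Bend5 kept its direction and stayed past the threshold in all 21 alternatives, with log2 fold changes between 4.24 and 5.78. Slc2a2 stayed lower in all 21, between -1.70 and -1.45, but lost the adjusted threshold in 8. Kdm2b stayed lower in all 21, between -1.49 and -0.53, and lost it in 14. Wnt4 was lower in all 21, between -0.69 and -0.35. It no longer passed an unadjusted 0.05 with an offset of 0 (-0.50), with processed signal at the 75th percentile (-0.52) or with median scaling (-0.45). The cause was not tested. With each array left out in turn Wnt4 ranged from -0.66 to -0.35, and it lost the threshold in 4 of those 7 fits.

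The 4 probes past the adjusted threshold became 7 with processed signal at the 75th percentile, of which 2 were among the 4 and neither Slc2a2 nor Kdm2b passed, 2 with the replicate block, 2 with the mean over probes of a gene, where there are fewer features and Bend5 counts once, and 2 with the acinar covariate. Leaving out arrays gave between 2 and 5. The 1821 probes past an unadjusted 0.05 became 770 with median scaling, 603 with the acinar covariate and 2909 with no filter, since more probes are tested, and between 1430 and 2200 with an array left out. With median scaling 29.2% of them were higher, and with quantile normalization 47.9%. The 1 gene of the study's list past the list-adjusted threshold became 2 with the acinar covariate, and between 1 and 2 with an array left out. The 4 gene sets became 8 with the replicate block, 1 with the acinar covariate, 1 with fry and 0 with an estimated correlation, and between 4 and 6 with an array left out. With the acinar covariate the acinar markers, which define it, had a median of -0.012 in place of -0.55 and no longer passed. The unfolded protein response (adjusted camera p 0.152) and cysteine and methionine metabolism (0.228) also lost the threshold with this covariate. The growth hormone and prolactin targets kept it (0.0309). Apart from the number of features tested, the cause of these shifts was not tested.

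The sign reversed in some treatments for 9 genes, none of which passed the list-adjusted threshold in the main setting. With the acinar covariate Fzd1 was 0.0099, Cab39l 0.065, Cfap126 -0.17, Fzd3 -0.15 and Ins2 -0.047. With the replicate block Fzd3 was -0.076 and Ins2 -1.32e-05. With cyclic loess Ins2 was -0.10 and Ins1 -0.029. With array weights Ins2 was -0.0031 and with the slide row as a block -1.19e-05. Fzd1 was 0.019 with an offset of 0 and 0.35 with processed signal at the 75th percentile. With an array left out Ins2 ranged from -0.041 to 0.059, Fzd6 from -0.11 to 0.029, Fzd1 from -0.11 to 0.063, Fzd3 from -0.075 to 0.11, Esrrg from -0.13 to 0.083 and Abcc9 from -1.59e-04 to 0.087. The cause was not tested.

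Both groups carry the replicate numbers 2, 3 and 4. The correlation of deviations from the group means, across probes, was -0.131, 0.229 and -0.0069 for the 3 same-numbered pairs. Pairs with different numbers lay between -0.311 and 0.162. Only the pair of replicates 3 lay above these, so pairing by number was not shown. The study used littermates as controls, and these few correlations cannot exclude a pairing by litter. With the replicate block Wnt4 changed by -0.58, 1563 probes passed an unadjusted 0.05, 1 gene of the study's list passed the list-adjusted threshold, and Slc2a2 and Kdm2b had an adjusted p of 0.550 each. The 8 gene sets past the threshold with this block were the 4 named in the report together with the tricarboxylic acid cycle (adjusted p 0.0220), lower, and immune markers (0.00227), mesenchymal markers (0.0140) and immediate early genes (0.0440), higher.

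Signal over background limits what these arrays can show: 46.2% of the probes were tested, and a change in the others was not measurable here.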

Other observations

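Tests of the Bend5 probes, of the slide row as a block, of mislabelled arrays, of the Cre transgene, of the acinar covariate for Slc2a2 and of the deposited table were chosen after the values concerned were seen. The list of glucose-regulated genes was compiled after the results per probe were known, but before the list was tested. The other tests in this part were written down before their results.

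All 35 splits of the 7 arrays into 4 and 3 were compared with the genotype split. As many probes past an adjusted p of 0.05 were found in 2 of the 35 splits, the real one included, as many at an unadjusted p under 0.05 in 7, and as many gene sets in 17, so chance cannot be excluded for any of these counts. The split with the most calls, 16 at the adjusted and 2739 at the unadjusted threshold, parts control replicate 4 and Wnt4βKO replicates 1 and 2 from the rest, which are the arrays of the first row on the slide. With slide row as a block, 2055 probes passed an unadjusted 0.05 for genotype and 3 passed the adjusted threshold, so position on the slide was not the whole source of the genotype difference.

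The acinar mean separated the groups. Used as a covariate, it reduced the probes past an unadjusted 0.05 to 603, below the number chance gives, which is what had been predicted if exocrine carry-over were the source. However, the acinar mean divides the arrays the same way as genotype. Adding it raised the SE of the genotype difference, for Wnt4 from 0.17 to 0.24. The count could therefore fall whatever the source, and exocrine carry-over and genotype cannot be told apart for these probes. For Slc2a2 the covariate left a change of -1.48 on the log2 scale, within 1 SE of the value without it, which argues against carry-over as its source, although the adjusted p rose to 0.383.

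Bend5 stood alone in size. Both of its probes rose, so a single faulty probe is argued against by the 2 probes. The lowest Wnt4βKO value was 3.61 log2 units above the highest control value over both probes. Bend5 was picked because its groups part in this way. The same gap was therefore taken for 26102 of the 26151 tested probes in the 34 other splits of the 7 arrays. The largest gap in those splits was 1.71. No array had Bend5 at the level of the other group. Because Bend5 was picked for this separation, its values cannot decide whether an array was mislabelled. Of the 20 nearest tested genes, 10 on each side, 2 had an unadjusted p under 0.05, against 8.93% of genes elsewhere (Fisher's exact test, two-sided, p = 0.698), and the largest change among the 20 was 0.44 in size, so an interval of several changed genes around Bend5 is not seen. Every Wnt4βKO mouse carried the Cre transgene and no control did, and 0 groups in the labels carried the transgene with intact Wnt4. An effect of the transgene, or of where it inserted, may explain Bend5 and cannot be told apart from an effect of Wnt4 loss.

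For Slc2a2, fewer β-cells in the Wnt4βKO preparations as the whole source are argued against by the other 21 β-cell markers, whose median log2 fold change was -0.037, with 12 of 21 lower. A loss of β-cells would have lowered them together with Slc2a2, whereas the largest fall among them was -0.86, for Ero1b. A fixed list of 16 glucose-regulated genes without Slc2a2 and Txnip was lower, with a median of -0.14, 12 of 16 genes lower and a camera p of 0.0118 (fry p 0.0354, and 0.0611 with an estimated correlation). Of the list, 6 genes are also in the fatty acid biosynthesis set and 4 in the glycolysis set. A lower glucose response alongside Slc2a2 is a possible explanation. As small a p for the list was found in 2 of the 35 splits, so chance cannot be excluded.

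Growth hormone from a minigene, which some Cre lines carry, would raise growth hormone and prolactin targets. Their median log2 fold change was -0.35, and -0.15 without control replicate 2, which argues against that explanation for these islets.

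The deposited value table did not match the scanner arrays. Mean levels per probe agreed across 15336 shared probes at r = 0.809, but deviations from the probe mean were uncorrelated: r was between -0.206 and 0.146 for columns and arrays with the same label. Even in the best order of the columns the lowest r was 0.0521, whereas the same arrays treated in another way gave at least 0.687, so reordered columns are argued against. Bend5 ranged over 0.705 log2 units across the 7 columns, whereas its groups were far apart on the arrays, so another normalization is argued against as well. In the columns labelled control replicates 3 and 4 and Wnt4βKO replicate 4 the Eif2s3y values were 1.97, 3.00 and 2.41 and the Xist values 5.97, 6.32 and 6.17. In the other columns Eif2s3y was between 7.00 and 7.41 and Xist between 2.78 and 3.48. Wnt4 was between 11.69 and 12.49 in the columns labelled Wnt4βKO and between 10.44 and 10.89 in those labelled control. Which samples the table holds was not determined.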
